A study of Mus musculus with 6 samples.

How the data were processed

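Bulk RNA-seq counts were analysed from E14 mouse embryonic stem cells, a pluripotent line of 129/Ola background. Per the labels' protocols, the cells were grown with serum and leukaemia inhibitory factor and treated 24 h after seeding. Cycloheximide, an inhibitor of translation elongation, was given at 250 µg/mL in 0.007% ethanol for 3 h or 6 h, and control cells received ethanol alone for 9 h. The 3 groups had 2 libraries each, 6 in all, and groups and replicate numbers were taken from the sample titles. The controls therefore differ from the treated cells in hours of exposure as well as in the drug. The series title describes the data as bulk, while its design text mentions single-cell sequencing; each file holds 1 column of values per sample and was analysed as 1 bulk library.

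The authors deposited whole-number counts per gene, 1 file per library. Per the labels' protocols, polyadenylated RNA was extracted with TRIzol, barcoded by sample and sequenced as a pool. The aligner, the counting program, strandedness, the genome build, the annotation and any collapsing of molecular identifiers are not stated in the labels or the file headers. For that reason no coordinates are printed, and chromosomes are those attached to gene names in the files. The 6 files list the same 17485 gene names, with 0 missing, 0 negative, 0 non-whole and 0 repeated entries. Library totals ranged from 9385447 to 27351079 counts. A count of 3 was used as the floor for detection, equal to 0.11 to 0.32 CPM (counts scaled to a common library total) depending on the library. That floor covers counting error only, because sequenced reads need not be independent molecules.

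A negative-binomial quasi-likelihood test was planned before the data were examined. It was replaced by limma-voom, which had been listed as an alternative. The reason was technical: the files separate gene and count by a semicolon, the automated unit check that count-model programs depended on here could not read them as counts, and the column was recorded under a generic unit. The values themselves were read as raw counts, and the planned scaling and filter were kept. Genes were retained when at least 2 libraries reached the CPM equal to 10 counts in the median library and the total was at least 15 counts, which left 12755 genes. Library sizes were scaled by trimmed mean of M values (TMM, trimming 30% of M values and 5% of A values at each end). Log2 CPM with an offset of 0.5 was weighted by voom and fitted with a mean for each group over all 6 libraries, with 3 residual degrees of freedom and no replicate block. The comparisons were 3 h against control, 6 h against control and 6 h against 3 h. Two-sided p-values from limma's moderated test were adjusted by the Benjamini-Hochberg method within each comparison, and genes with an adjusted p under 0.05 were called changed. Gene values are TMM-scaled CPM given as mean ± SD (n = 2), and log2 fold changes carry the standard error (SE) of the fit.

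Of the 8 gene lists fixed before the data were examined, the 7 with at least 5 tested genes were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the 7 lists in each comparison. They cover immediate-early genes, host genes of small nucleolar RNAs, p53 targets, ATF4 and integrated stress response targets, pluripotency genes, cytoplasmic ribosomal proteins and mitochondrially encoded proteins. The remaining list held 2-cell-like genes. The rule for naming genes was also fixed beforehand. Against control it took the 5 genes that rose most and the 5 that fell most, and between treatment times the 3 that rose and the 3 that fell most. These genes had to be called, reach a mean of 20 CPM in the higher group, have libraries of the groups that did not overlap and carry a descriptive symbol. The member of each tested list with the smallest p at 6 h and 5 fixed genes (Pou5f1, Sox2, Nanog, Myc and Gas5) were added.

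Both comparisons with control use the same control libraries, so their similarity was set against 100 simulations in which the treated groups did not change. Replicate libraries were compared by chi-square over genes with at least 20 counts. The fit was tested on simulated counts drawn from the means and library sizes of these data, with 200 of 12441 genes changed in each of 5 runs. For each changed gene, the simulated change was set smaller at 3 h than at 6 h. The fit recovered 34.2% of the changed genes for 3 h against control, 72.3% for 6 h against control and 41.3% for 6 h against 3 h. False calls made up 1.78%, 4.11% and 3.38% of all calls in the same order, and the slope of fitted on true log2 changes was 1.02, 1.01 and 1.

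Alternatives covered 3 other scalings, 2 other filters, other significance rules, a fit with the replicate number as a block, fits to the libraries compared alone, removal of mitochondrially encoded genes, other list tests and leaving out each library in turn. limma-trend with a prior count of 2, robust moderation and random thinning of each library to the smallest total were added after the data were seen. Transcript length and GC content were the medians over transcripts in GENCODE M21, matched by symbol for 12675 of the tested genes (99.4%). Software was R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.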

Results

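RNA abundance was measured in mouse embryonic stem cells after 3 h or 6 h of cycloheximide and in ethanol controls, with 2 libraries per group. The control libraries held 15423587 and 9385447 counts, the 3 h libraries 15297359 and 16760304, and the 6 h libraries 27351079 and 23121225. The 6 h libraries were thus the deepest, while control and 3 h totals overlapped. The number of genes with a count was 14399 and 13499 in control, 14873 and 14874 at 3 h, and 16013 and 15971 at 6 h. Counts from the mitochondrial chromosome made up 24.8% ± 0.135 (SD, n = 2) of each control library, 19.3% ± 0.520 (SD, n = 2) at 3 h and 17% ± 0.595 (SD, n = 2) at 6 h. Replicate libraries differed beyond counting noise in every group, with a chi-square per degree of freedom of 27.5 in control, 18.7 at 3 h and 27.8 at 6 h, which argues against 1 library deposited more than once; it does not show that the libraries came from separate cultures. In a principal component analysis of 10050 genes, the first component held 63.6% of the variance and ordered the libraries as control, 3 h and 6 h. The second held 14.3%, with the control libraries at its opposite ends.

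The comparison of 3 h with control asks which transcripts change early after translation is blocked. Of 12755 tested genes, 445 were called changed (limma-voom, Benjamini-Hochberg adjusted p under 0.05), of which 282 were higher and 163 lower. At least 2-fold changes were found in 174 of the higher and 30 of the lower genes. The median absolute log2 fold change among called genes was 0.95, and the median SE over all tested genes was 0.25. Among the alternatives, a test against a 1.5-fold change moved the count most, to 38 genes, and the scaling of the libraries raised it most. With library size alone, 949 genes were called and 94.7% of them were higher, while the median log2 fold change of all tested genes moved from 0.03 to 0.26. Changes below are relative to the TMM scale.

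The genes that rose most at 3 h by the naming rule were Egr1 (chromosome 18), Hist1h2bc (chromosome 13), Hist3h2a (chromosome 11), Txnip (chromosome 3) and Jun (chromosome 4). Egr1 increased from 2.71 ± 1.01 to 44.9 ± 0.557 CPM (SD, n = 2), a log2 fold change of 4.17 ± 0.37 (SE; limma adjusted p = 0.000337). Txnip increased from 108 ± 14.9 to 1132 ± 48.8 CPM (SD, n = 2), with a log2 fold change of 3.40 ± 0.12 (SE; limma adjusted p = 1.35e-06). Jun increased from 25.9 ± 0.0307 to 253 ± 55.5 CPM (SD, n = 2), with a log2 fold change of 3.28 ± 0.20 (SE; limma adjusted p = 4.7e-05). The log2 fold changes of Hist1h2bc and Hist3h2a were 3.70 and 3.68. Histone genes are multi-copy, and their values are uncertain because the counting of shared reads is not stated.

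The genes that fell most at 3 h were Trim25 (chromosome 11), Zc3h12a (chromosome 4), Snora44 (chromosome 4), Zfp296 (chromosome 7) and Snhg4 (chromosome 18). Trim25 decreased from 227 ± 28.7 to 38 ± 4.54 CPM (SD, n = 2), a log2 fold change of -2.57 ± 0.15 (SE; limma adjusted p = 3.22e-05). The log2 fold changes were -2.55 for Zc3h12a, -2.36 for Snora44, -2.31 for Zfp296 and -2.24 for Snhg4. Zc3h12a held 612 and 193 counts in the control libraries, the widest control spread among these genes relative to depth. Snora44 lies within Snhg12 in GENCODE M21, so reads of one can be counted in the other.

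At 6 h against control, 3619 of the 12755 genes were called changed (limma-voom, adjusted p under 0.05), 1728 higher and 1891 lower. At least 2-fold changes were found in 1014 of the higher and 389 of the lower genes, and the median absolute log2 fold change among called genes was 0.83. The libraries of the compared groups did not overlap for 66.8% of tested genes, against 53.2% at 3 h and 33.3% by chance. With library size alone 4088 genes were called, of which 86.8% were higher against 47.7% on the TMM scale, and the median of all genes moved from 0.05 to 0.41.

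The genes that rose most at 6 h were Gadd45g (chromosome 13), Hist1h2bc, Hist3h2a, Runx1t1 (chromosome 4) and Fgfr2 (chromosome 7). Gadd45g increased from 0.896 ± 0.115 to 41.1 ± 12.5 CPM (SD, n = 2), a log2 fold change of 5.44 ± 0.82 (SE; limma adjusted p = 0.00189), from 11 and 8 counts in the control libraries. Hist1h2bc reached a log2 fold change of 5.05, Hist3h2a 4.79 and Runx1t1 4.31. The log2 fold change of Fgfr2 was 3.74 ± 0.60 (SE; limma adjusted p = 0.00257), and it rested on the controls, which held 10 and 47 counts. Without control replicate 1 it was 1.95 and without control replicate 2 it was 4.86. For Runx1t1 the value without control replicate 1 was 3.66.

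The genes that fell most at 6 h were Zc3h12a, Zfp296, Fjx1 (chromosome 2), Sox7 (chromosome 14) and Dancr (chromosome 5). Zfp296 decreased from 37.2 ± 4.40 to 2.06 ± 0.0335 CPM (SD, n = 2), a log2 fold change of -4.18 ± 0.26 (SE; limma adjusted p = 1.85e-05). Zc3h12a had a log2 fold change of -4.26, Fjx1 of -3.12, Sox7 of -2.96 and Dancr of -2.85.

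Directly comparing 6 h with 3 h gave 508 called genes (limma-voom, adjusted p under 0.05), 189 higher and 319 lower at 6 h. The control libraries entered this comparison through the filter, the scaling and the variance; with only the 4 libraries compared, 593 genes were called. Of the 508 genes, 442 were also called in the same direction at 6 h against control. In the comparison of 3 h with control, 80 of the 508 were called in the same direction and 22 in the opposite direction, and 46 were called in neither comparison with control. With library size alone, 539 genes were called and 67.2% of them were higher, against 37.2% on the TMM scale. Runx1t1, Gadd45g and Fgfr2 rose most, with log2 fold changes of 1.98, 1.85 and 1.62; the call of Fgfr2 was lost with limma-trend and with the replicate block. Egr1, Sox7 and Inhbb (chromosome 1) fell most. Egr1 returned from 44.9 ± 0.557 to 3.42 ± 0.666 CPM (SD, n = 2), with a log2 fold change of -3.71 ± 0.23 (SE; limma adjusted p = 7.54e-05). Inhbb decreased from 116 ± 0.136 to 21 ± 2.07 CPM (SD, n = 2), a log2 fold change of -2.48 ± 0.13 (SE; limma adjusted p = 3.05e-05). Sox7 had a log2 fold change of -2.67.

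Log2 fold changes at 3 h and 6 h were correlated across the 12755 genes, which are not independent replicates (Pearson r = 0.766, Spearman rho = 0.757), and had the same sign in 81.7% of genes. The shared controls alone gave a mean Pearson r of 0.541 (range 0.502 to 0.576), a mean Spearman rho of 0.491 and a same-sign share of 67.9% in 100 simulations without any treatment effect. When each comparison used a different control library, Pearson r was 0.484 and 0.486. Calls were shared for 417 genes, of which 415 changed in the same direction. A further 28 genes were called only at 3 h and 3202 only at 6 h. Among the 3619 genes called at 6 h, 3506 (96.9%) had the same sign at 3 h, with a median ratio of the 3 h to the 6 h log2 fold change of 0.579. In the simulations without a treatment effect, the same share of genes (28.4%) taken by the smallest 6 h p had the same sign in 83.1% on average (at most 84.6%) and a median ratio from 0.516 to 0.576. The observed sign share was thus above what shared controls gave in these simulations, and the observed ratio was close to it. The simulations used the same spread for all groups. The control libraries lay furthest apart on the second component, so shared controls may give more similarity than simulated.

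**Figure D1:**
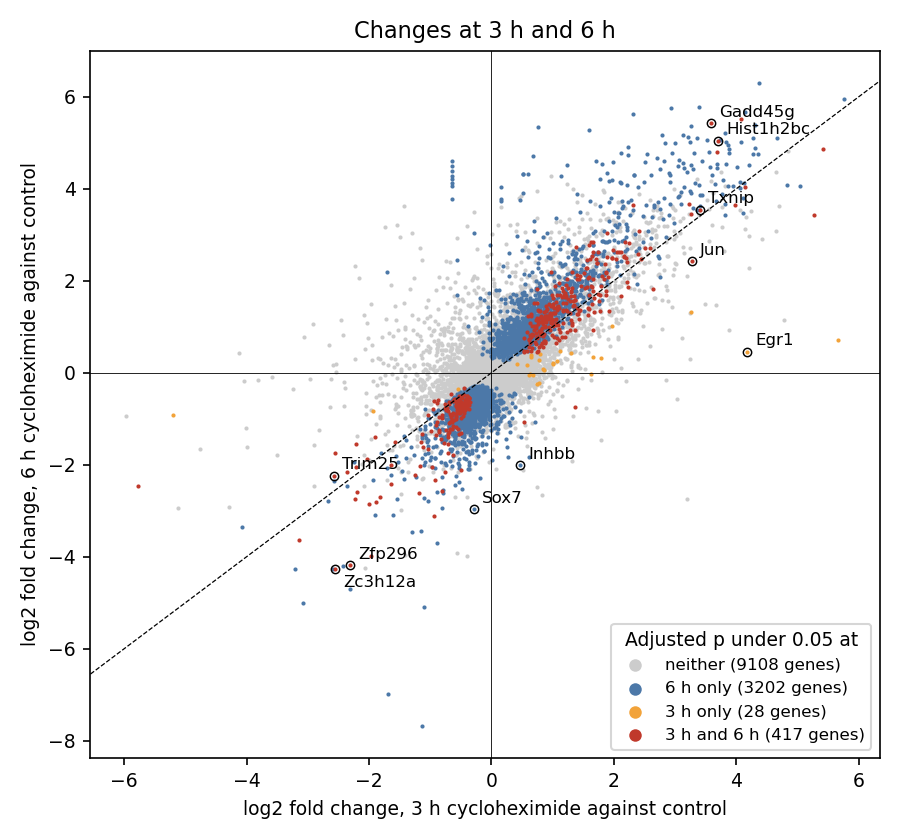
Log2 fold change at 6 h against control plotted over that at 3 h against control for each of the 12755 tested genes (points), coloured by the comparisons in which the gene was called, with the line of equality dashed. The 417 genes called in both lie mostly in the quadrants of equal sign, Egr1 lies near 0 at 6 h, and vertical streaks are genes with few or no counts in the compared libraries.

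The gene lists ask whether known groups of transcripts move together. The 21 tested immediate-early genes of 25 listed had a median log2 fold change of 1.63 at 3 h (camera adjusted p = 9.28e-12), with 16 higher. Over all genes tested 11 were called, and 14 were called when adjusted over the list alone. At 6 h their median was 0.40 (camera adjusted p = 0.0574), with 11 called over all genes and 12 when adjusted over the list alone, 8 of these higher and 4 lower. The list was lower than at 3 h by a direct test (median -0.83, camera adjusted p = 2.79e-08). Klf10 (chromosome 15), with the smallest p at 6 h in this list, went the other way and rose from 342 ± 7.61 CPM at 3 h to 629 ± 3.19 CPM at 6 h (SD, n = 2; log2 fold change 0.88, limma adjusted p = 0.00128).

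Cytoplasmic ribosomal protein genes (84 tested) had a median log2 fold change of -0.32 at 3 h (camera adjusted p = 5.08e-24) and -0.56 at 6 h (camera adjusted p = 1.97e-25), with 81 of 84 lower at both times. At 6 h 71 were called over all genes and 74 when adjusted over the list alone; at 3 h these counts were 10 and 55. Rps6 (chromosome 4) had a log2 fold change of -0.78 at 6 h (limma adjusted p = 0.000208); ribosomal protein genes have many processed copies, so their counts are uncertain in the same way as those of histones. The 13 mitochondrially encoded protein genes fell in all cases, with a median of -0.58 at 3 h (camera adjusted p = 5.11e-17) and -0.97 at 6 h (camera adjusted p = 6.16e-13). Over all genes 10 were called at 3 h and 12 at 6 h, and 13 and 12 when adjusted over the list alone. mtNd1 had a log2 fold change of -1.66 at 6 h (limma adjusted p = 1.51e-05).

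The 28 tested integrated stress response genes of 35 listed had medians of -0.35 at 3 h (camera adjusted p = 0.000729) and -0.67 at 6 h (camera adjusted p = 1.67e-06), with 1 called at 3 h and 19 at 6 h over all genes, and 7 and 21 when adjusted over the list alone. Of the latter, 2 were higher at each time. The gene called at 3 h over all genes was Atf4, named after its values were seen, which rose by 0.63 on the log2 scale at 3 h (limma adjusted p = 0.00962) and by 0.64 at 6 h (limma adjusted p = 0.00159), against the direction of the list median. Psat1 (chromosome 19) had a log2 fold change of -0.78 at 6 h (limma adjusted p = 0.000588). The 25 pluripotency genes did not shift at 3 h (median -0.01, camera adjusted p = 0.998) and were lower at 6 h (median -0.27, camera adjusted p = 0.00349), with 7 called at 3 h and 13 at 6 h over all genes, and 9 and 14 when adjusted over the list alone. With library size alone the 6 h median was 0.09, below the median of all genes on that scale. The p53 targets (23 tested of 25) did not pass, with medians of -0.13 at 3 h (camera adjusted p = 0.582) and -0.25 at 6 h (camera adjusted p = 0.46); 1 and 6 genes were called over all genes and when adjusted over the list alone. Ccng1 (chromosome 11), with the smallest p at 6 h, fell by 0.56 on the log2 scale (limma adjusted p = 0.00486).

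Host genes of small nucleolar RNAs (11 tested of 18) moved in both directions and did not pass as a list at 3 h (median -0.21, camera adjusted p = 0.582) or 6 h (median -0.20, camera adjusted p = 0.6). At 6 h 10 of the 11 were called, both over all genes and when adjusted over the list alone, 5 higher and 5 lower; at 3 h these counts were 7 and 9. Snhg1 (chromosome 19) rose from 193 ± 11 to 1079 ± 31.3 CPM at 6 h (SD, n = 2; log2 fold change 2.49, limma adjusted p = 1.5e-06) and Gas5 (chromosome 1) by 0.98 on the log2 scale (limma adjusted p = 0.000343). Dancr and Snhg4 fell; reads of embedded small nucleolar RNAs can be counted in such hosts. Only 3 of the 27 listed 2-cell-like genes were tested, too few for a list test; their medians were 0.66 at 3 h and -1.60 at 6 h, and when adjusted over the list alone 0 were called at 3 h and 1 at 6 h.

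Calls at 6 h under the preset correlation held under fry for the ribosomal protein, mitochondrial, integrated stress response and pluripotency lists, but the adjusted p of camera with an estimated correlation was 0.065, 0.0658, 0.128 and 0.0961 for them. At 3 h the calls of the immediate-early, ribosomal protein and mitochondrial lists held under both tests, and that of the stress response list under neither. Between 6 h and 3 h, the calls of the stress response and mitochondrial lists held under fry but not with an estimated correlation (adjusted p = 0.141 and 0.0782). The calls of the immediate-early, pluripotency and ribosomal protein lists held under both, but only narrowly with an estimated correlation (camera adjusted p = 0.0494 for each).

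**Figure D2:**
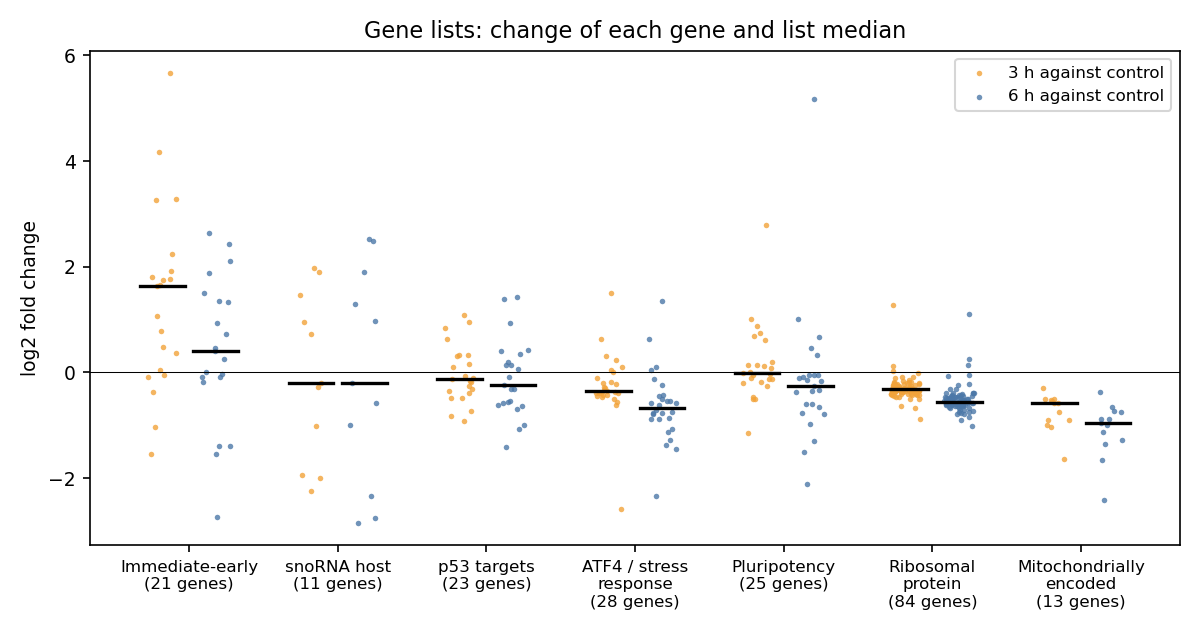
Log2 fold change of each tested gene (points, spread sideways at random) in the 7 tested lists at 3 h (orange) and 6 h (blue) against control, with bars at the list median. The immediate-early median moved from 1.63 to 0.40, and the ribosomal protein and mitochondrial medians were further below 0 at 6 h than at 3 h; under library size scaling the pluripotency, p53 and small nucleolar RNA host medians changed sign in at least 1 comparison.

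Among the genes fixed in advance, Pou5f1 (chromosome 17) did not change detectably, with 144 ± 11.5 CPM in control, 145 ± 7.15 CPM at 3 h and 131 ± 7.83 CPM at 6 h (SD, n = 2; limma adjusted p = 0.988 and 0.358). Sox2 (chromosome 3) was higher at 3 h, at 3904 ± 77.4 against 2442 ± 226 CPM in control (SD, n = 2; log2 fold change 0.69, limma adjusted p = 0.00265), and at 2358 ± 27.3 CPM at 6 h (SD, n = 2) did not differ from control (limma adjusted p = 0.732). With library size alone it was called higher at 6 h, with a log2 fold change of 0.31 (limma adjusted p = 0.0193). Myc (chromosome 15) was not changed at 3 h (limma adjusted p = 0.892) and had a log2 fold change of -1.40 at 6 h (limma adjusted p = 0.00142). Nanog (chromosome 6) had 63 to 153 counts per library and log2 fold changes of -0.26 at 3 h and -0.65 at 6 h that did not pass (limma adjusted p = 0.761 and 0.259). The 3 h libraries differed, at 4.07 and 8.84 CPM, and the 3 h value was -0.85 without 3 h replicate 2. Gbx2 (chromosome 1), with the smallest p at 6 h among pluripotency genes, had a log2 fold change of -2.11 (limma adjusted p = 1.34e-05).

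**Figure D3:**
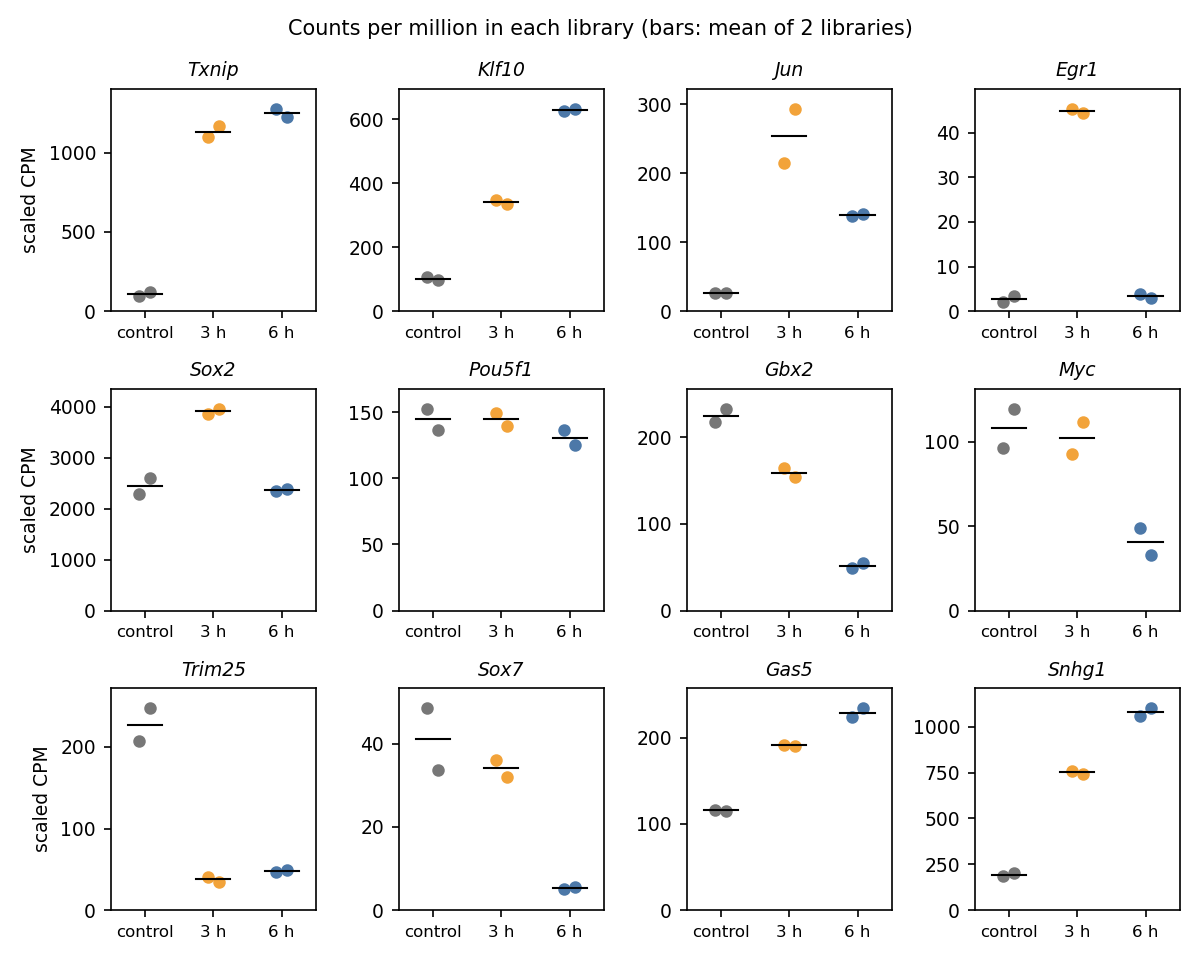
TMM-scaled CPM of 12 genes in each library (points) of the control, 3 h and 6 h groups, on linear axes from 0, with bars at the mean of the 2 libraries. Egr1 and Sox2 were higher at 3 h than in the other groups, whereas Klf10 and Snhg1 rose further at 6 h and Gbx2 fell further at 6 h.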

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

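The results here were picked out because the effects of 3 h and 6 h of cycloheximide differed by a direct test. The tests on mitochondrial transcripts and on histone genes were chosen only after the results were seen.

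The count of genes that differed between 6 h and 3 h was 508. Against control the 6 h comparison called 8.13 times as many genes as the 3 h comparison, and the 6 h libraries were deeper. With each library thinned to the smallest total the ratio was 6.21, which argues against depth as the whole cause of the larger response. The ratio was smaller with library size alone, which called 949 genes at 3 h and 4088 at 6 h. On simulated counts the fit recovered 34.2% of changed genes at 3 h and 72.3% at 6 h. The simulated changes were set smaller at 3 h, so this gap cannot show unequal power for equal changes. Unequal power for other reasons than depth stays open. The longer treatment is a candidate explanation, and no vehicle control of 3 h or 6 h was used here.

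The immediate-early list fell between 3 h and 6 h by a median log2 change of -0.83. Its members included Egr1 at -3.71, Myc at -1.34 and Jun at -0.85, while Klf10 rose by 0.88. After thinning, the camera adjusted p of the list was 1.39e-09, against depth as the cause. Leaving out a 3 h or 6 h library gave medians from -0.90 to -0.69, so no single library decided it. A transient induction followed by loss of the transcripts may account for the pattern; transcript synthesis and decay were not measured.

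Ribosomal protein genes had a median log2 change of -0.22 from 3 h to 6 h, and Rps6 one of -0.42. For the fall at 6 h against control, 0% of 10000 random lists matched on transcript length and expression were as low as the list's -0.56 (median of the lists -0.37), and 0% of 10000 lists matched on GC content and expression (median of the lists -0.29). The matched lists fell too, so part of the decrease is shared with other abundant transcripts. That argues against length or GC content as a sufficient cause of the rest. Expression was matched only in broad bins, so higher abundance within a bin stays open. Random lists also leave out coordinated variation within the list. With an estimated inter-gene correlation, the camera adjusted p at 6 h was 0.065. The unscaled share of counts was at most 7.44% in a 6 h library and at least 8.41% in a control library. That argues against TMM scaling as the source of the direction. Being relative to all counts, the share cannot tell a fall of these transcripts from a rise of other RNA. The size of the decrease depends on scaling: with library size alone the list median at 6 h was -0.21, while that of all genes was 0.41. Reads shared with processed copies stay open, as does regulation of these transcripts when translation stops, which was not tested.

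The mitochondrially encoded list had a median log2 change of -0.36 from 3 h to 6 h, and mtNd1 one of -0.61. Its unscaled share of counts was at most 15.9% in a 6 h library and at least 22.2% in a control library. That argues against TMM scaling as the source of the direction. As a part of all counts, the share cannot tell a fall of these transcripts from a rise of other RNA. A single factor, such as less mitochondrial RNA in the samples, would lower all 13 transcripts alike. The heterogeneity statistic at 6 h was 12 per degree of freedom (12 degrees of freedom), with changes from -0.37 for mtNd5 to -2.42 for mtNd6. Unequal turnover of the transcripts may contribute and was not tested.

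The pluripotency list had a median log2 change of -0.30 from 3 h to 6 h, with Gbx2 at -1.62 and Sox2 at -0.73. After thinning its camera adjusted p was 2.48e-08. The integrated stress response list had a median of -0.25 and Psat1 a change of -0.38, with a camera adjusted p of 6.4e-05 after thinning. Depth is therefore an unlikely cause of either list result. The stress response list did not pass with an estimated inter-gene correlation (adjusted p = 0.141), and over the alternatives its adjusted p ranged from 1.83e-05 to 0.141, so coordinated variation among its genes stays open.

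The histone genes Hist1h2bc and Hist3h2a rose from 3 h to 6 h by 1.35 and 1.115. The 25 tested histone genes had a median log2 change of 2.54 at 6 h against control (2.23 with the 4 genes whose control libraries were at or under 3 counts set at their bound), with 20 higher, 10 called higher and 0 called lower. In 100% of 10000 expression-matched lists the median was below that value, and 0.5% of the lists lay above 1.18. The median was 2.90 with library size alone. Most histone transcripts lack long poly(A) tails, so greater capture of such RNA is one technical candidate. It would raise ribosomal RNA as well, yet the highest log2 change among Rn45s, mt-Rnr1 and mt-Rnr2 was 0.17, and the small nucleolar RNA rows, which also lack tails, had a median of -1.85. Greater capture of all such RNA alike is therefore not the whole cause. Reads shared between copies, and a change in histone transcript stability or tail length, stay open and may each contribute.

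Other genes that differed were Fgfr2 (1.62), Runx1t1 (1.98), Gadd45g (1.85) and Snhg1 (0.52), which were higher at 6 h, and Fjx1 (-2.18), Inhbb (-2.48), Sox7 (-2.67) and Zfp296 (-1.87), which were lower. Spry2 (-1.60) and Socs3 (-2.12) were chosen after their values were seen, as the 2 genes called in opposite directions at 3 h and 6 h against control. Both were higher at 3 h (0.54 and 1.37) and lower at 6 h (-1.06 and -0.75). The 3 h call of Spry2 was narrow (limma adjusted p = 0.0498), while that of Socs3 was not (limma adjusted p = 0.000245). The call of Fgfr2 was lost with limma-trend and the replicate block, and that of Psat1 under most alternatives, including thinning. The calls of the 8 genes named first were kept after thinning, narrowly for Fgfr2, and with library size alone. Spry2 and Socs3 were not compared between 6 h and 3 h after thinning, and other technical explanations were not tested for these genes.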

How the results depend on the processing

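The quasi-likelihood count test planned as the main test, its robust form and the DESeq2 Wald test were not run, because the count-model programs could not be used on semicolon-separated files here, and limma-voom took their place. Spike-in scaling was not run, since spike-ins were not used here. limma-trend, robust moderation and thinning were chosen after seeing the data.

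At an adjusted p under 0.01, 88 genes were called at 3 h, 1602 at 6 h and 84 for 6 h against 3 h. Against a 1.5-fold change, 38, 293 and 15 were called. Of these, 84.2%, 61.8% and 0% were higher, against 63.4%, 47.7% and 37.2% in the main fit. The rises from 3 h to 6 h therefore did not pass this rule. For 6 h against 3 h, 20.2% of calls were higher at an adjusted p under 0.01 and 21.8% with limma-trend. Fewer calls follow from the stricter rules. With library size only, 949 genes were called at 3 h, 332 of them shared with the TMM result, and 874 genes were called at both times. For 6 h against 3 h, the count was 179 with limma-trend, 325 without a filter, 333 with the replicate block and 263 after thinning, of which 179, 297, 318 and 262 were among the 508; thinning lowers the depth, and for the others the cause was not tested. The remaining alternatives gave counts within 1.5 times of 445, 3619 and 508.

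Fits that each left out one library of the group outside the comparison gave 376 to 382 genes at 3 h, 3170 to 3193 at 6 h and 514 to 549 for 6 h against 3 h. Leaving out a library of a compared group leaves 1 library there, so only fold changes were taken. Fgfr2 at 3 h moved from 2.13 to 0.33 without control replicate 1 and 3.24 without control replicate 2, and Runx1t1 at 3 h from 2.33 to 1.68 without control replicate 1.

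The replicate numbers showed little pairing of the libraries over genes as a whole, and a shared effect on single genes stays open. Across 10050 genes, deviations of same-numbered libraries correlated at 0.162 between control and 3 h, -0.036 between control and 6 h and 0.013 between 3 h and 6 h. With the replicate block, 485 genes were called at 3 h and 3809 at 6 h.

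For the overlap of the 3 h and 6 h changes, separate control libraries gave Pearson r of 0.484 and 0.486, Spearman rho of 0.482 and 0.483 and a same-sign share of 69.9% and 69.4%, since the shared chance values were removed and 1 library remained per control. Leaving out one library gave Pearson r from 0.620 to 0.802, Spearman rho from 0.646 to 0.788 and same-sign shares from 77.6% to 82.9%, lowest in r without 3 h replicate 1.

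List tests that lost significance did so mostly with camera at an estimated correlation. The adjusted p became 0.26 at 3 h, 0.128 at 6 h and 0.141 for 6 h against 3 h for the stress response list, 0.0658 at 6 h and 0.0782 for 6 h against 3 h for the mitochondrial list, 0.065 at 6 h for ribosomal proteins and 0.0961 at 6 h for pluripotency. The stress response list at 3 h had 0.0826 under fry, and pluripotency at 6 h 0.0534 with library size only. The immediate-early list at 6 h passed under fry (0.00388), with a mean of at least 50 counts (0.0105) and after thinning (0.045). Small nucleolar RNA hosts passed under fry at 3 h (0.00222), at 6 h (0.00056) and for 6 h against 3 h (0.00883). Directions reversed for hosts at 6 h with library size only (0.85), and for pluripotency at 3 h under fry (0.105), library size only (0.304) and the replicate block (0.954), none of them past the threshold. The cause was not tested.

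With library size only, log2 changes reversed for Ccng1 between 6 h and 3 h (0.055), Myc at 3 h (0.169), Pou5f1 at 3 h (0.221) and 6 h (0.207) and Sox2 at 6 h (0.314). Sox2 at 6 h thereby became a called increase (limma adjusted p = 0.0193); the others were not called under either scaling. Each lay near 0 on the TMM scale, below the shift of all genes. Pou5f1 at 3 h, at -0.01, also changed sign with limma-trend (0.001), a mean of at least 50 counts (0.005), the replicate block (0) and thinning (0.018). In the other tests on named genes 31 results weakened, 11 strengthened and 903 stayed; leaving out libraries weakened 8, strengthened 4, moved 52 fold changes that carried no test and left 458. Of the list medians, 27 moved and 78 stayed, and 30 moved and 96 stayed when a library was left out. The fold changes of Gadd45g rest on 11 and 8 control counts, and those of Fgfr2 on controls that disagree, with 10 and 47 counts, the lower in the deeper library.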

Other observations

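The tests here were chosen only after the results were seen.

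Controls spent 9 h in ethanol and 0 libraries were kept in ethanol for 3 h or 6 h, so the time gap to control was 6 h for the 3 h libraries and 3 h for the 6 h libraries. An effect that grows with time in ethanol or culture would put the 6 h libraries nearer to control. Of the 445 genes called at 3 h, 324 (72.8%) were further from control in the same direction at 6 h. Of the 508 genes called between 6 h and 3 h, 357 were further from control at 6 h. That argues against such a time effect as the cause of changes that were larger at 6 h; a time effect that does not grow steadily stays open. Spry2 and Socs3 were the 2 genes called in opposite directions at 3 h and 6 h, Spry2 only narrowly at 3 h (limma adjusted p = 0.0498). Both passed beyond control at 6 h, which a steadily growing time effect would not give. They did so with library size alone as well (-0.71 and -0.39, limma adjusted p = 0.0034 and 0.0295). For the other 119 genes called at 3 h, which at 6 h were nearer to control in the same direction (113) or had the opposite sign without a call, drug and time in ethanol or culture cannot be told apart, because a passing drug effect gives the same order and no vehicle control of 3 h or 6 h was used here.

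Small nucleolar RNA rows fell together. Of the 31 tested, 31 were lower at 6 h, with a median log2 change of -1.85 (-1.85 also with the 2 rows at or under 3 counts in both 6 h libraries at their bound); 18 were called lower and 0 higher. With library size alone the median was -1.49 and 2 rows were higher. After thinning the median over 24 tested rows was -1.61, against depth as the cause. Less capture of RNA without long poly(A) tails stays open as a contribution. Rn45s (0.11 ± 0.57 SE) and mt-Rnr2 (0.17 ± 0.39 SE) did not fall, but mt-Rnr1 did (-1.52 ± 0.32 SE). These changes argue against an equal loss of all such RNA, but not against a partial one. Histone genes, most of which also lack such tails, had a median of 2.54 at 6 h. Some histone transcripts carry tails, and which of them gave the reads was not measured, so their rise cannot decide the question. Loss of short transcripts also stays open. Leaving out related small RNAs and host genes, 7 nuclear genes with a median annotated transcript length under 300 bases were tested. They were too few to decide, with a median of 0.97, 5 higher and 2 lower. Reads of longer transcripts of these genes may be included. The sign rests on what is left out, which was chosen after the values were seen: the median was -0.68 over all 12 nuclear genes of that length and -1.13 over 21 with mitochondrial genes, of which 14 were lower. Less processing of the intronic RNAs may be the biological alternative and was not tested.

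Host genes of these RNAs went both ways. In hosts that rose, the 4 tested small nucleolar RNA rows inside them had a median log2 change of -1.99 at 6 h, 3 called lower and 0 higher, which argues against reads of the embedded RNA as the source of the rise. In hosts that fell, only 1 such row could be tested. Snora78 changed by -2.60 and its host Snhg9 by -2.33, so reads of the embedded RNA and a fall of the host cannot be told apart for this gene. Relief of translation-dependent decay may raise spliced hosts; it was not tested.

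Abundant transcripts fell relative to scarce ones. The rank correlation of the 6 h log2 change with mean abundance across genes was -0.323 (-0.239 at 3 h, and -0.313 at 6 h with library size alone). The scarcest 20% of genes had a median of 0.61 at 6 h and the most abundant 20% one of -0.26; with library size alone these were 0.95 and 0.10, against 0.41 for all genes, so only the order holds under both scalings. After thinning the correlation was -0.323, and within 5 equal bins of transcript length or GC content it ran from -0.387 to -0.261, so neither depth nor these properties is a likely cause.

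More genes had a count in treated libraries. At equal depth the 6 h libraries had at least 15193 genes with a count, the 3 h libraries 14513 and 14438 and the control libraries at most 14027, against depth as the cause. Of 73 olfactory receptor genes, which should be silent in these cells, at least 20 had a count in a 6 h library and at most 12 in a control library, while the 3 h libraries had 15 and 10. Background reads in silent genes are therefore a possible explanation for part of the gain at 6 h. At 3 h the measures differ: reads in these genes at equal depth were 161 and 252, against 98 and 84 in control, but Olfr985 alone held most of them. In the remaining olfactory receptor genes the reads were 26 and 46 at 3 h, 31 and 12 in control, and 82 and 52 at 6 h, so at 3 h background stays open. Derepression of scarce transcripts stays open as well and was not tested.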
